A study of Homo sapiens with 6 samples.

How the data were processed

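Messenger RNA of 6 Rh30 cultures was sequenced, 3 control and 3 siDDX5. Groups and replicate numbers were taken from the sample titles. Per the labels, libraries were made with a TruSeq stranded mRNA kit of the first-strand type. The deposited files are one table per library, with a length, an effective length, an estimated count and a TPM value for each transcript. Per the file headers the columns have the layout that kallisto writes. The labels name no aligner or quantifier, version, genome build, annotation or filter. The estimated counts were deposited without normalization, and reads shared between transcripts had been divided among them by the authors' quantifier. As a result, 48.3% to 51.6% of all values, those of 0 included, were not whole. The TPM values had been scaled by the authors for effective length and to the same total in every library.

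Transcripts were joined to genes in 3 steps with GENCODE release 29 for GRCh38. Of 188753 transcripts, 169797 (90.0%) had an identifier in the primary-assembly annotation. The lengths of the 158732 transcripts with the same version were equal to that annotation in 100% of cases. A further 15315 transcripts, on haplotype and patch copies of genes, were joined by gene symbol. Another 890 lay in the tables between transcripts of a single gene and were joined to that gene by position. Tested on 115010 transcripts of known gene, the position rule was right for 99.99%. The remaining 2751 transcripts were left out. The joins by symbol and by position were chosen after the data had been examined, and both were compared with simpler joins. The tables hold almost no lincRNA or antisense genes (22 of 13212 in the annotation), so such genes were not analysed here. Coordinates are those of GRCh38 in this annotation, counted from 1.

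Estimated counts were summed per gene and rounded to whole numbers. Genes were filtered with filterByExpr, scaled with TMM factors and tested with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3), with the group as the only term. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are counts scaled to a common library total. They are TMM-normalised for genes, and for single transcripts CPM values without those factors. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Transcripts were tested in the same way one by one, and transcript usage was tested with diffSpliceDGE. The 5 gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over the lists. The replicate numbers come from the titles, which do not state that same-numbered libraries were made together. The fit with the replicate number as a block was therefore an alternative, and it is reported beside the other because same-numbered libraries deviated together.

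The libraries held 26156858, 21265569 and 24229578 estimated counts for control replicates 1, 2 and 3, and 19971888, 19282386 and 18202402 for siDDX5 replicates 1, 2 and 3. A floor of 3 counts corresponded to 0.115, 0.141 and 0.124 CPM in the control and 0.15, 0.156 and 0.165 CPM in the siDDX5 libraries. The SD values are between replicates, and the standard errors come from the edgeR fit. Neither includes the uncertainty of dividing reads among transcripts, for which the tables hold no estimate.

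Named genes followed a rule set before the data were examined. They are the 5 highest and 5 lowest called protein-coding genes with a mean of at least 5 CPM and no overlap between groups, 12 genes fixed by name, and the 5 genes with the smallest adjusted p for transcript usage among those with at least 5 CPM. Up to 3 called members of each list were also to be named, but no list member was called. Other names in the closing section were chosen after their values were seen.

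The alternatives were DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, no filter beyond 1 estimated count, a mean of at least 50 counts, counts from length-scaled TPM, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) for features with a mean TPM of at least 1, the replicate block, a per-library GC trend removed by offsets, both of these together, an estimated inter-gene correlation in camera, and leaving out each library in turn. Genes joined by the primary-assembly annotation alone, and without the join by position, were added after the data had been examined. All other alternatives were fixed before.

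The steps were tested on simulated counts with the means and library sizes of the real genes and 200 genes changed by 1 on the log2 scale. The edgeR test recovered 86% of them with 5 false calls among 15265 genes, and made 0 false calls among 15260 genes when none was changed. With replicate effects planted, it recovered 83% without the block and 88% with it among 15283 genes. DESeq2 recovered 79% among 15265 genes, and limma-trend 83.5% among 13684. With a GC trend planted, the correction lowered the false calls from 2124 to 8 among 15316 genes. The test of single transcripts recovered 49.5% among 62122, and the usage test 93.5% among 10562 genes. Transcripts were simulated with the spread between replicates of genes and without the uncertainty of dividing reads. These 2 shares, and the false calls, may therefore differ for real transcripts. For a list of 29 genes shifted by 0.5, camera gave an adjusted p of 1.76e-37, and the lowest among the other 4 lists was 0.655.

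For the closing section, 3′ UTRs of at least 50 bases were taken from the most abundant protein-coding transcript of each of 12683 genes. Each of 15671 words of 7 bases found in at least 100 genes was scored. The score is the standardized difference (z) in signed p between genes with and without the word, from the fit with the replicate block, within 100 classes of 3′ UTR length and GC content. The signed p was first turned into a normal score. The range expected by chance came from 100 shuffles within the classes. On shuffled data with a planted shift of 0.3 in that score, the planted word had rank 1 among the words of the 12683 genes. Its z was -4.74, within the range expected by chance, where the strongest lower word of the shuffles reached -5.78. A shift of that size would thus not be told apart from chance by this range. Copies of called genes were searched with BLAST+ 2.17.0 at 95% identity over at least 50% of the transcript's length. The words and joins were computed in Python 3.11.15 with scipy 1.17.1.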

Results

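The series profiled messenger RNA in Rh30, an alveolar rhabdomyosarcoma cell line that carries the PAX3-FOXO1 gene fusion. Cells in which DDX5 had been knocked down, labelled siDDX5, were set against control cells. DDX5 encodes a DEAD-box RNA helicase. Each of the 2 groups held 3 libraries, labelled as biological replicates 1 to 3. The deposited tables gave an estimated count and a TPM value for each of 188753 transcripts. The control libraries held 26156858, 21265569 and 24229578 estimated counts for replicates 1, 2 and 3. The siDDX5 libraries held 19971888, 19282386 and 18202402, so every siDDX5 library was shallower than every control library. Between 99.59% and 99.63% of these counts could be joined to a gene. A count of 3 corresponded to 0.115 to 0.165 CPM across the libraries, which was taken as the smallest level the depth could show.

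Libraries with the same replicate number deviated together from their group means. Over 15223 genes, the correlation of these deviations was 0.21 for the replicate 1 pair, 0.27 for the replicate 2 pair and 0.58 for the replicate 3 pair. For control and siDDX5 libraries with different numbers it ran from -0.35 to 0.08. Deviations cancel out within each group, so the pairs are not independent of each other. These correlations are across genes, which are not independent replicates. The first principal component of the log2 CPM values held 31.4% of the variance and set both replicate 3 libraries apart from the other 4. The second component held 27.9%, and all 3 control libraries scored above all 3 siDDX5 libraries on it. For this reason the comparisons of genes, gene lists and transcript usage, and the number of transcripts changed, are given without and with the replicate number as a block. The biological coefficient of variation, a measure of the spread between replicates, was 15.7% without the block and 10.2% with it.

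**Figure D1:**
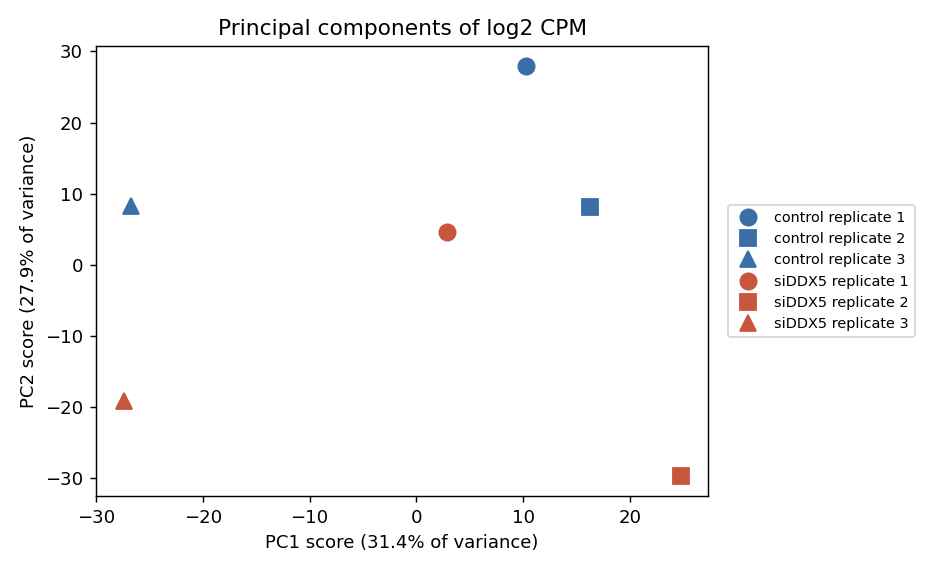
Scores of the 6 libraries on the first (x axis, 31.4% of variance) and second (y axis, 27.9%) principal components of log2 CPM. Colour gives the group and marker shape the replicate number. The replicate 3 libraries sit at -26.7 and -27.4 on the first component, and the control libraries lie above the siDDX5 libraries on the second.

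The level of the targeted gene was examined first, as a check on the labels. DDX5 (ENSG00000108654.14) lies on chromosome 17 at positions 64499616 to 64508199 of GRCh38, on the minus strand. Its normalised level was 1352, 1434 and 1137 CPM in control replicates 1, 2 and 3. In siDDX5 replicates 1, 2 and 3 it was 549.4, 504.5 and 395.9 CPM. The means were 1307 ± 153 CPM (SD, n = 3) in control cells and 483 ± 79.0 CPM (SD, n = 3) in siDDX5 cells. The log2 fold change was -1.44 with a standard error of 0.15, a 2.71-fold lower level, and the adjusted p was 0.0106 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block the log2 fold change was -1.44 and the adjusted p 0.00205. The groups did not overlap, so the labels and the DDX5 level pointed the same way in all 6 libraries. Among the alternative settings that used all 6 libraries, length-scaled TPM counts moved the estimate most, to -1.37 with an adjusted p of 0.0756 (from 1.90e-16 to 0.0955 over all alternatives).

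Estimated counts were spread over 35 annotated DDX5 transcripts. The 3 most abundant all fell. ENST00000581230.5, annotated as a retained intron, had 625 ± 102 CPM (SD, n = 3) in control cells and 233 ± 31.1 CPM (SD, n = 3) in siDDX5 cells. The protein-coding ENST00000225792.9 went from 227 ± 69.4 to 64 ± 6.54 CPM (SD, n = 3 each). The protein-coding ENST00000578804.5 went from 228 ± 31.5 to 63.4 ± 23 CPM (SD, n = 3 each). None of the 3 passed an adjusted p of 0.05 among all transcripts tested, where their edgeR adjusted p values were 0.164, 0.242 and 0.26.

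The next comparison asked which genes differed between siDDX5 and control cells. Of 15223 genes tested, 25 had an adjusted p under 0.05 (edgeR quasi-likelihood test), 8 of them higher and 17 lower in siDDX5 cells. Of these, 11 changed at least 2-fold, with 4 higher and 7 lower. At an unadjusted p under 0.05 there were 1731 genes, where 761 would be expected by chance. With the replicate block, 394 genes passed, 173 higher and 221 lower, and 21 of them changed at least 2-fold. All 25 genes called without the block were among those called with it, in the same direction. The alternative that moved the number called most was the replicate block together with a GC correction, with 659 genes, while 2 of the 6 fits that each left out one library called 0, with 1245 and 2042 at an unadjusted p under 0.05. In 2745 genes, or 18% of those tested, all siDDX5 libraries lay on one side of all control libraries, against 10% expected by chance.

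**Figure D2:**
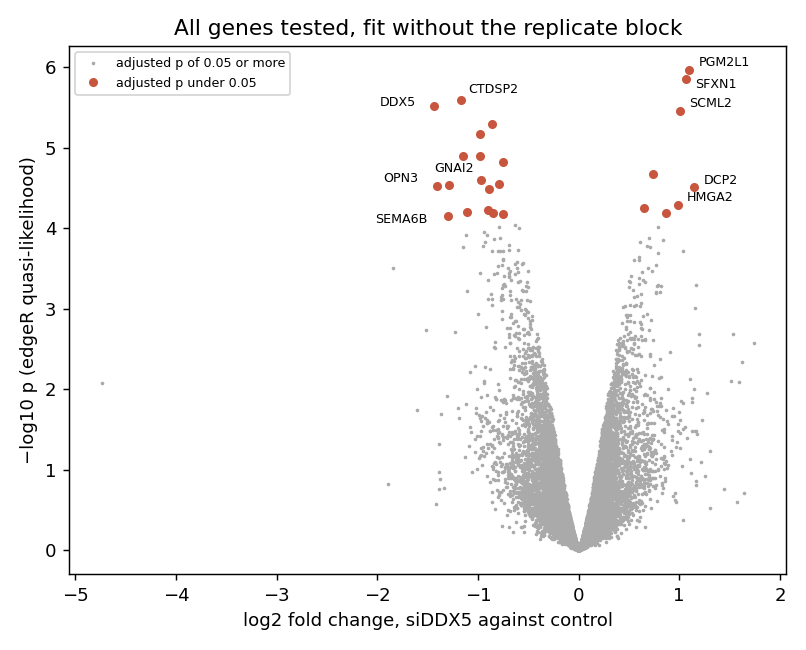
Each point is one of 15223 genes, with the log2 fold change of siDDX5 against control on the x axis and -log10 of the unadjusted edgeR p on the y axis. The 25 genes with an adjusted p under 0.05 are in red, 17 on the lower side and 8 on the higher side. The isolated grey point at -4.74 is AC022149.1, whose control libraries varied widely (5.25 ± 4.66 CPM, SD, n = 3) and whose adjusted p was 0.253.

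Among the protein-coding genes called without the block, those with the lowest fold changes after DDX5 itself were OPN3, SEMA6B, GNAI2 and CTDSP2. OPN3 (ENSG00000054277.13, chromosome 1, 241590102 to 241677376) fell from 8.59 ± 1.01 to 3.24 ± 0.42 CPM (SD, n = 3 each). Its log2 fold change was -1.41 (SE 0.19, edgeR adjusted p 0.0294; 0.00508 with the block). SEMA6B (ENSG00000167680.15, chromosome 19, 4542593 to 4559808) fell from 44.05 ± 11.9 to 17.9 ± 2.73 CPM (SD, n = 3 each), a log2 fold change of -1.30 (SE 0.20, edgeR adjusted p 0.0431; 0.00205 with the block). GNAI2 (ENSG00000114353.16, chromosome 3, 50226292 to 50259355) fell from 109.0 ± 22.4 to 44.7 ± 7.82 CPM (SD, n = 3 each), a log2 fold change of -1.29 (SE 0.17, edgeR adjusted p 0.0294; 0.00205 with the block). CTDSP2 (ENSG00000175215.10, chromosome 12, 57819927 to 57846739) fell from 2077 ± 198.0 to 921 ± 60.8 CPM (SD, n = 3 each), a log2 fold change of -1.17 (SE 0.12, edgeR adjusted p 0.0106; 0.00205 with the block). The annotated 3′ UTRs of the most abundant protein-coding transcripts of OPN3, GNAI2 and CTDSP2 contain the 7-base word GACGCCA, which 1.81% of the 12683 genes examined for it carry. That word was picked by its relation to these same changes.

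Among the genes called without the block, those with the highest fold changes were DCP2, PGM2L1, SFXN1, SCML2 and HMGA2. DCP2 (ENSG00000172795.15, chromosome 5, 112976702 to 113020970) rose from 73.5 ± 16.5 to 163 ± 9.11 CPM (SD, n = 3 each), a log2 fold change of 1.15 (SE 0.16, edgeR adjusted p 0.0294; 0.00208 with the block). PGM2L1 (ENSG00000165434.7, chromosome 11, 74330318 to 74398473) rose from 77.8 ± 5.33 to 167 ± 6.15 CPM (SD, n = 3 each), a log2 fold change of 1.10 (SE 0.10, edgeR adjusted p 0.0106; 0.00205 with the block). SFXN1 (ENSG00000164466.12, chromosome 5, 175477062 to 175529742) rose from 71.3 ± 2.26 to 149 ± 10.3 CPM (SD, n = 3 each), a log2 fold change of 1.07 (SE 0.10, edgeR adjusted p 0.0106; 0.00205 with the block). SCML2 (ENSG00000102098.17, chromosome X, 18239314 to 18354727) rose from 28.97 ± 0.89 to 58.2 ± 3.89 CPM (SD, n = 3 each), a log2 fold change of 1.01 (SE 0.11, edgeR adjusted p 0.0106; 0.00208 with the block). HMGA2 (ENSG00000149948.13, chromosome 12, 65824131 to 65966295) rose from 37.6 ± 4.23 to 74.3 ± 12.4 CPM (SD, n = 3 each), a log2 fold change of 0.98 (SE 0.14, edgeR adjusted p 0.0422; 0.00205 with the block). Leaving out 1 library at a time kept the direction of these 9 genes, but each lost its call in at least 2 of the 6 such fits. OPN3 and HMGA2 lost it in all 6. The 3′ UTRs of all 5 higher genes contain the word ACTTGAA, which 16.87% of the genes examined carry. It was picked by its relation to these same changes, and the share is not matched for 3′ UTR length.

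**Figure D3:**
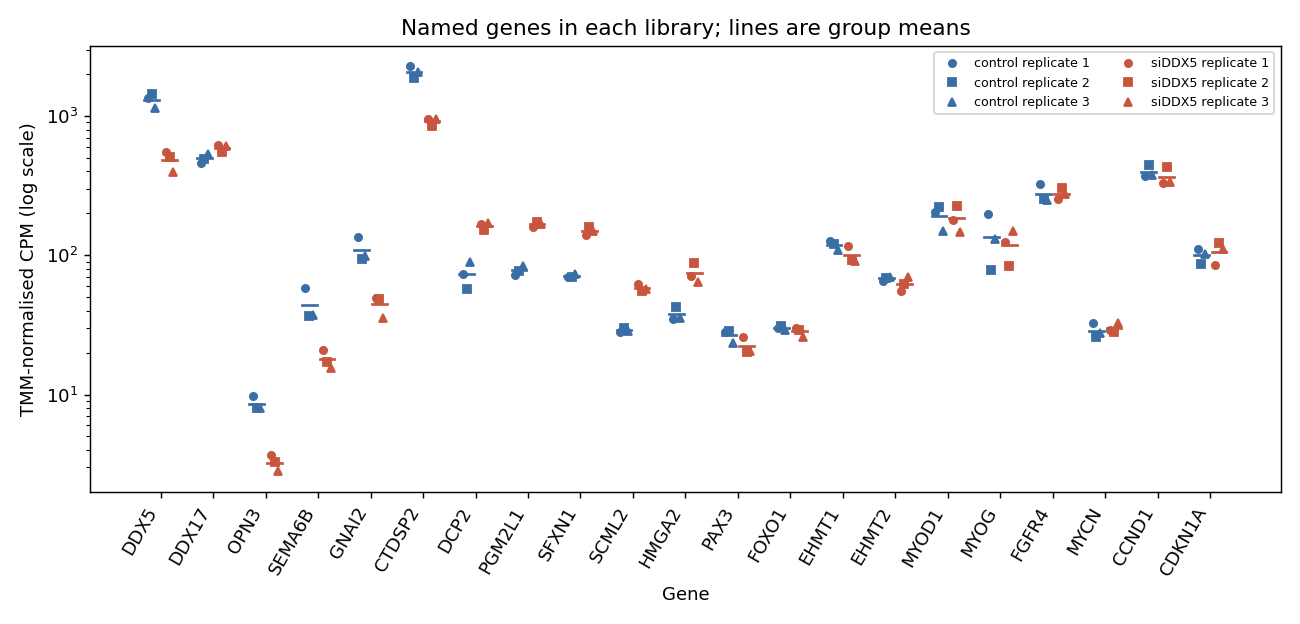
TMM-normalised CPM (y axis, log scale) of the 21 named genes (x axis) in each of the 6 libraries, with marker shape for the replicate number and short lines for the group means. DDX5, OPN3, SEMA6B, GNAI2 and CTDSP2 are lower in all 3 siDDX5 libraries, and DCP2, PGM2L1, SFXN1, SCML2 and HMGA2 are higher in all 3. From PAX3 rightwards the groups overlap.

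Beside DDX5, 11 genes had been chosen by name in advance, and none of them had an adjusted p under 0.05 for its gene-level change without or with the block. At an unadjusted p under 0.05 there was 1, DDX17 (0.0367), and with the block there were 3, DDX17 (0.0256), EHMT1 (0.0154) and PAX3 (0.042). DDX17, the closest paralog of DDX5 (ENSG00000100201.20, chromosome 22, 38483440 to 38507660), had 496 ± 38.8 CPM in control and 594 ± 35.04 CPM in siDDX5 cells (SD, n = 3 each). Its log2 fold change was 0.26 (SE 0.11, edgeR adjusted p 0.405; 0.177 with the block), and all 3 siDDX5 libraries lay above all 3 control libraries. PAX3 (chromosome 2, 222199888 to 222298996) and EHMT1 (chromosome 9, 137618963 to 137870016) had log2 fold changes of -0.26 (edgeR adjusted p 0.531; 0.223 with the block) and -0.26 (0.486; 0.143 with the block). For EHMT2 (chromosome 6, 31879759 to 31897687) the value was -0.12 (0.726; 0.44 with the block), and 97.7% of the counts joined to it lay on transcripts outside the primary assembly. FOXO1 had a log2 fold change of -0.08 and an edgeR adjusted p of 0.827 (0.657 with the block). Reads from the PAX3-FOXO1 fusion transcript could be counted under PAX3 or FOXO1, and the fusion was not analysed here as a transcript of its own. The remaining 6 genes, MYOD1, MYOG, FGFR4, MYCN, CCND1 and CDKN1A, had log2 fold changes from -0.20 (MYOG, SE 0.31) to 0.08 (CDKN1A, SE 0.15). Their edgeR adjusted p values ran from 0.778 to 0.998 without the block and from 0.466 to 0.973 with it. For EHMT2, MYOD1, MYOG, FGFR4, MYCN and CDKN1A the sign changed under some settings.

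The 5 lists of genes, also fixed in advance, were tested for a shared shift with camera in limma. PAX3-FOXO1 targets had a mean log2 fold change of 0.000296 over 30 genes, with a camera adjusted p of 0.717 (0.921 with the replicate block). Muscle differentiation genes had a mean of 0.031 over 31 genes (0.717; 0.787 with the block). Cell cycle genes had a mean of -0.045 over 50 genes (0.571; 0.436 with the block). Interferon response genes had a mean of -0.082 over 37 genes (0.571; 0.436 with the block). Targets of p53 had a mean of 0.056 over 29 genes (0.565; 0.436 with the block). No list passed an adjusted p of 0.05 in either fit. No list member passed the edgeR threshold among all genes tested without the block, where 2 to 9 members per list had an unadjusted p under 0.05. Adjusted over each list alone, 1 cell cycle gene, 2 interferon response genes and 1 p53 target passed. With the block the numbers called among all genes were 3, 3 and 1 for those lists, 1 for muscle differentiation and 0 for PAX3-FOXO1 targets, and adjusted over the list alone they were 7, 5, 6, 1 and 0. The alternative that moved a list most was the fit without control replicate 1, in which muscle differentiation genes had a mean of 0.255 and a camera adjusted p of 0.00947 (from 0.00947 to 0.988 over all alternatives of that list).

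**Figure D4:**
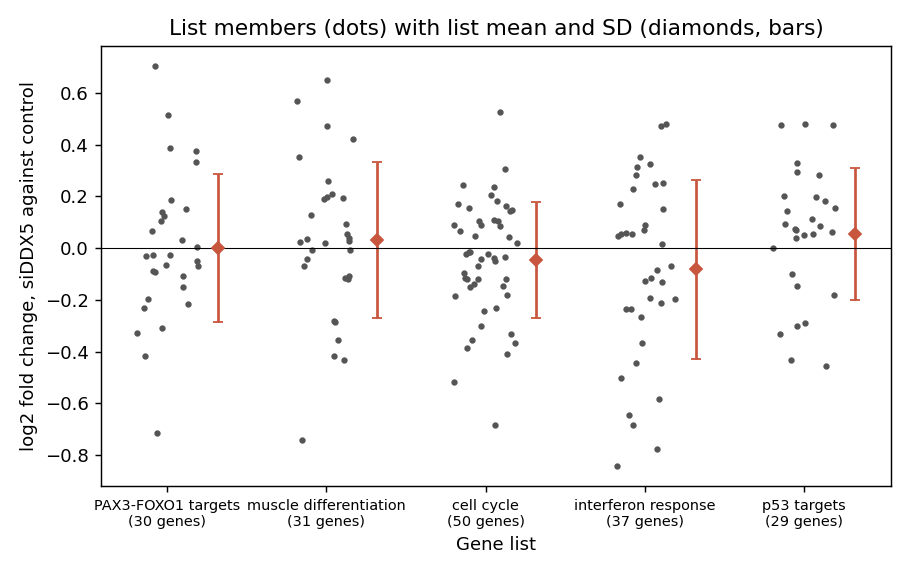
Log2 fold change of siDDX5 against control (y axis) for the members of the 5 gene lists (x axis), one dot per gene tested. Diamonds and bars give each list's mean and SD across genes. The list means lie between -0.082 and 0.056.

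At the level of single transcripts, 0 of 61666 transcripts tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 4367 had an unadjusted p under 0.05, where 3083 would be expected by chance. With the replicate block there were also 0, with 4906 at an unadjusted p under 0.05. The DESeq2 Wald test moved this count most, to 826. These tests do not include the uncertainty of dividing reads among the transcripts of a gene.

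Relative transcript usage was compared in 10564 genes with at least 2 transcripts tested. By edgeR's diffSpliceDGE with a Simes test per gene, 164 genes had an adjusted p under 0.05, and 126 with the replicate block, of which 114 were shared. The fit without siDDX5 replicate 1 moved the count most, to 435, and the test of transcripts with a mean of at least 50 counts gave the lowest count, 36. The genes with the smallest adjusted p were CAPRIN2, RACGAP1, NF1, SEC31A and ARHGEF40. In CAPRIN2, the transcript ENST00000454014.6 was listed at under 1 estimated count in all 3 control libraries and made up 9.84% ± 3.47 (SD, n = 3) of the gene's counts in siDDX5 cells (Simes adjusted p 2.57e-15 from edgeR; 5.78e-09 with the block). ENST00000551016.5 went from 4.98% ± 1.06 of the counts of RACGAP1 in control cells to under 1 estimated count per library in siDDX5 cells (7.70e-14; 5.63e-10 with the block). ENST00000356175.7 went from 0.0631% ± 0.109 to 18.3% ± 7.68 of the counts of NF1 (7.72e-12; 5.78e-09 with the block). ENST00000513858.5 was listed at 0 in the control libraries and made up 9.75% ± 2.38 of the counts of SEC31A in siDDX5 cells (1.97e-11; 5.78e-09 with the block). ENST00000553709.5 went from 4.29% ± 1.57 of the counts of ARHGEF40 to being listed at 0 (6.23e-09; 4.34e-06 with the block). Among the genes named above for their gene-level values, 1 was called for transcript usage, DDX17 (Simes adjusted p 0.000952 from edgeR; 0.0124 with the block). Its transcript ENST00000216019.11, annotated as a retained intron, went from 37% ± 3.16 (SD, n = 3) of the counts of DDX17 in control cells to 15.1% ± 1.91 (SD, n = 3) in siDDX5 cells, and was lower in all 3 siDDX5 libraries than in all 3 control libraries. The gene-level log2 fold changes of CAPRIN2, RACGAP1, NF1, SEC31A and ARHGEF40 lay between -0.25 and 0.00, with edgeR adjusted p values from 0.428 to 1. In 58.5% of the 164 genes the deciding transcript was listed at under 1 count in a library of the group where it was more abundant, or in every library of the other group, against 7.51% of the genes not called.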

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

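The alternatives were fixed in advance, except the 2 other ways of joining transcripts to genes. Where a result changed and no cause is given, the cause was not tested.

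DDX5 stayed lower under every alternative run. It lost its call with length-scaled TPM counts (log2 fold change -1.37, adjusted p 0.0756), limma-trend on log2(TPM + 1) (-1.44, 0.0849) and limma-trend on log2(TPM + 0.1) (-1.45, 0.0927). Across the 6 fits that each left out one library it ranged from -1.54 to -1.30, and 3 of these fits lost the call. Over all alternatives its adjusted p ran from 1.90e-16 to 0.0955.

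The number of genes changed, 25 in the reported fit, was 278 with the DESeq2 Wald test (125 higher, 153 lower), 136 with no filter (43 higher, 93 lower), 394 with the replicate block (173 higher, 221 lower) and 659 with the replicate block and GC correction (326 higher, 333 lower). All 25 genes were among those called in each of these 4 fits. It was 2 with length-scaled TPM counts, PGM2L1 and SCML2, and 1 with both limma-trend settings, the pseudogene RNA5SP465, which was not among the 25. Across the fits without one library it ranged from 0 to 15. The 2 fits that gave 0, without control replicate 1 and without siDDX5 replicate 1, had 1245 and 2042 genes at an unadjusted p under 0.05. The number changed at least 2-fold, 11 in the reported fit, was 19 with the DESeq2 Wald test, 21 with no filter, 21 with the replicate block, 20 with the block and GC correction, 2 with length-scaled TPM counts and 1 with each limma-trend setting, and ranged from 0 to 12 without one library. Under DESeq2 size factors, a mean of at least 50 counts, GC correction alone and both other joins the number of genes changed lay between 25 and 33. The primary-assembly join shared 23 genes with the reported fit and the others all 25.

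The number of transcripts changed, 0 in the reported fit with 4367 at an unadjusted p under 0.05, was 826 with the DESeq2 Wald test, 9 with limma-trend on log2(TPM + 1) and 2 on log2(TPM + 0.1). It was 0 in each of the 6 fits without one library, with 3644 to 5897 at an unadjusted p under 0.05, and 0 with the replicate block. The number of genes with changed transcript usage, 164 in the reported fit, was 361 with no filter and 36 with a mean of at least 50 counts. Of those, 142 and 31 were shared with the 164. Without one library it ranged from 205 to 435, more than with all libraries, and 100 to 134 of the genes were shared.

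The mean log2 fold change of PAX3-FOXO1 targets, 0.000296 in the reported fit, changed sign with no filter (-0.04), length-scaled TPM counts (-0.00522), limma-trend on log2(TPM + 1) (-0.0407), limma-trend on log2(TPM + 0.1) (-0.0377) and the replicate block (-0.000552), and ranged from -0.0821 to 0.151 without one library. Muscle differentiation genes ranged from -0.072 to 0.255 without one library, and passed the threshold without control replicate 1 (0.255, adjusted p 0.00947; over all alternatives of this list 0.00947 to 0.988). Cell cycle genes ranged from -0.0963 to 0.0129 without one library. The interferon response and p53 target lists kept their direction under every alternative run, without passing the threshold.

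Among single genes, EHMT2 changed sign when only primary-assembly transcripts were used (0.275). MYOD1 changed sign with GC correction (0.0438) and with the replicate block and GC correction (0.0558), and ranged from -0.242 to 0.0801 without one library. FGFR4 changed sign with length-scaled TPM counts (-0.169) and limma-trend on log2(TPM + 1) (-0.219) and log2(TPM + 0.1) (-0.22), and ranged from -0.065 to 0.149 without one library. Without one library, MYOG ranged from -0.469 to 0.188, MYCN from -0.00164 to 0.175 and CDKN1A from -0.031 to 0.22. None of these genes was called under any alternative. The 9 called genes named beside DDX5 kept their direction under every alternative run, but lost the call in 63 combinations of gene and alternative, mostly with limma-trend, length-scaled TPM counts or one library left out.

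The siDDX5 libraries were the shallower group. With every library thinned to the shallowest, 25 genes were called, 24 of them shared with the 25 of the full data, and 364 with the replicate block. For OPN3, the least abundant named gene at 3.24 CPM in siDDX5 cells, the call depended on every library.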

Other observations

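Chosen only after the result in question had been seen were the tests of the largest genes, of ZFHX4 and EHMT2, of both strands of a duplex, of miR-26 and of words of the same bases outside the 3′ UTR. The GC correction had been fixed in advance as an alternative, but its use as a test of the called genes was chosen after its result was seen. The other tests were chosen before their result.

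Other splits of the 6 libraries into 3 and 3 were compared with the real one. Of the 10 splits, 4 part all same-numbered pairs, and the other 6 part only 1 pair, so they also set the replicate numbers against each other. Only the 4 were compared, and a share of 1 in 4 is the smallest they can give, so chance cannot be excluded by this test. The real split was the only 1 of the 4 with as many genes changed, with as many changed at least 2-fold, with as many genes changed with the replicate block, with as many genes with changed transcript usage and with as large a DDX5 difference. The other 3 gave 0 genes changed, with 61, 260 and 418 at an unadjusted p under 0.05, against 1731 in the real split. They gave at most 1 gene with the block against 394, and 42, 70 and 76 genes with changed usage against 164. The largest DDX5 difference in the others was 0.54. All 4 of the 4 splits gave 0 transcripts changed, with 4367 at an unadjusted p under 0.05 in the real one and 764, 1425 and 1896 in the others. For the gene lists, splits with a camera p as small as the real one numbered 3 of 4 for PAX3-FOXO1 targets, 4 of 4 for muscle differentiation, 3 of 4 for cell cycle, 3 of 4 for interferon response and 1 of 4 for p53 targets. For muscle differentiation, the real split had a camera p of 0.683 and the other 3 had 0.00241, 0.438 and 0.000391. In the 6 splits left aside it ran from 9.95e-13 to 0.486. All these other splits mix differences between replicates with the difference between groups.

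Technical explanations for the 25 genes changed were tested. After a GC trend was removed from each library, all 25 were still called. After thinning to the shallowest library, 24 were. The 10 largest genes took 6.78% ± 0.08 (SD, n = 3) of the counts in control and 6.92% ± 0.71 (SD, n = 3) in siDDX5 libraries, a difference of 0.147 percentage points with overlapping groups. A near-identical copy over at least 50% of the length was found for 1 of the 25, FTL, of which the pseudogene FTLP3 covers 60.1%, so the count of FTL is uncertain. None of these accounts for most of the calls. Effective length was not tested as an explanation, and with length-scaled TPM counts only 2 of the 25 were still called.

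A hypothesis was then tested that part of the changes came from short RNA pairing with 3′ UTRs. If so, genes sharing a word complementary to the first bases of a small RNA would be lower. The word GACGCCA marked lower genes with a z of -12.14, where the strongest of all words in 100 shuffles reached -5.78. The 229 genes with the word in the 3′ UTR had a mean log2 fold change, from the fit with the replicate block, of -0.26 (SE 0.02), 175 of them lower, against 0.005 for the others. The next words were ACGCCAA, which shares 6 bases with it, at -7.54, and TGCGGTA at -6.75. Without the replicate block the z of GACGCCA was -12.9, and with the block and GC correction -12.12. Of the 15 genes called lower whose 3′ UTR was scanned, 8 (53.3%) carried GACGCCA, against 1.81% of all genes scanned. They are OPN3, GNAI2, CTDSP2, SKI, RRBP1, GRB2, ZNRF2 and ARCN1. With the replicate block, 45 of 198 did (22.7%). None of the 166 scanned genes called higher with the block did. The word was picked from these same genes by its relation to their changes, so these shares describe the pattern and are not independent support for it.

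DDX5 itself carries GACGCCA at the same place in 12 of its 35 annotated transcripts, as the intended target of such an RNA would. The word lies in the 21-base stretch AACCGCAACCATTGACGCCAT, on chromosome 17 at positions 64506118 to 64506138 of GRCh38. In the coding transcript ENST00000225792.9 this is in exon 1, with 19 bases in the 5′ UTR and 2 at the start of the coding sequence. By itself this is weak evidence, since 10.51% of the genes scanned carry the word somewhere in their transcript. However, the same stretch begins with AACCGCAA. If it is the target of an siRNA, bases 2 to 8 of the strand that matches the messenger RNA read ACCGCAA, and pair with the word TTGCGGT. That word, TGCGGTT and TGCGGTA share the bases TGCGGT and ranked 10, 8 and 3 among the words of lower genes, with z values of -4.89, -5.28 and -6.75. The first 2 of these, which are the words of the exact site, are within the range of the shuffles (6 and 1 of 100 as strong), and only TGCGGTA lies outside it. Of the other genes with GACGCCA, 0.15% carry ACCGCA in the same 21 bases. A candidate explanation is that both strands of one siRNA against this site lowered genes that pair with their first bases, independently of DDX5. The siRNA sequence is not stated in the labels, so this was not checked against it. The coding transcript ENST00000578804.5, which lacks the stretch in the annotation, fell by as much as ENST00000225792.9, but how reads were divided between transcripts is uncertain.

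Technical explanations for the word signal were weighed. Other words made of the same bases as GACGCCA reached a z of at most -5.52, and 0 of 178 were as strong, so base composition does not account for it. Genes with the word only in the 5′ UTR or coding sequence were lower by less, with a mean log2 fold change of -0.096 (SE 0.009, 1104 genes). With so many genes this smaller shift still had a z of -12.91, by a difference in means that is not the score above. By that measure GACGCCA in the 3′ UTR had a z of -9.66, so the z was not larger there. Other words of the same bases had a median z of -7.16 outside the 3′ UTR. The strongest had -12.73, so 0 of 178 were as strong, but by a small margin. Much of the shift there may be a property of genes with such bases in the rest of the transcript, and the test cannot separate this from pairing. In the other 3 splits that part all pairs, the z of GACGCCA in the 3′ UTR, by the first score, reached 7.23 in size, less than in the real split. Each of those splits still sets some siDDX5 libraries against control libraries. With 4 splits the signal cannot be told apart from differences between replicates by this test alone.

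Higher genes were marked by other words. ACTTGAA had a z of 7.56, TACTTGA 6.98 and GCACTTT 6.67, where the strongest word in 100 shuffles reached 4.79. The words ranked 4 to 10, from CTGGGAT at 6.23 to GAGTAGC at 5.56, also lay outside that range. Of these, CTTGAAC (5.56) shares 6 bases with ACTTGAA. The signal is therefore not limited to ACTTGAA and TACTTGA. The shift is small, with a mean log2 fold change of 0.04 (SE 0.006) over 2140 genes with ACTTGAA. Of the 8 genes called higher, 6 (75.0%) carried ACTTGAA or TACTTGA, and with the replicate block 93 of 166 (56.0%) did, against 21.54% of all genes scanned. Lower genes were not short of these words. They were carried by 4 of the 15 scanned genes called lower (26.7%), and by 48 of 198 (24.2%) with the block. These words too were picked from the same genes, and the shares are not matched for 3′ UTR length. Other words made of the same bases as ACTTGAA reached 5.36. Genes with the word only outside the 3′ UTR had a mean of -0.029, on the other side of 0. Other words of its bases were also on that side there, with a median z of -4.89, so this sign says little about ACTTGAA itself. By a z of the difference in means, which is not the score above, ACTTGAA had 6.27 among all genes and 3.82 among those whose 3′ UTR lacks a word typical of Alu repeats. The difference in mean log2 fold change was 0.046 and 0.038, so Alu repeats may account for part of it. Genes were set aside by an exact match to that word only. Repeats that differ from it stay in, so the test cannot tell whether Alu repeats account for the rest. For TACTTGA the same z was 5.87 and 4.56, and the difference hardly moved, at 0.054 and 0.053. In the other 3 splits the z of ACTTGAA reached 4.72 in size, and differences between replicates cannot be excluded. The word GCACTTT is weaker in these checks, with 2.58 among genes without the Alu word and up to 5.48 in size in the other splits.

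Among 1879 annotated microRNA precursors, those containing TTCAAGTA, which pairs with both words, that lie inside a protein-coding gene on the same strand are MIR26A1, MIR26A2 and MIR26B. They lie inside CTDSPL, CTDSP2 and CTDSP1. MIR26A2 (chromosome 12, 57824609 to 57824692) lies inside CTDSP2, which had a log2 fold change of -1.17, was the most abundant of the 3 (2077 CPM in control cells, against 34.3 for CTDSPL and 31.7 for CTDSP1) and carries GACGCCA in its 3′ UTR. The 3′ UTR of CTDSP2 also carries ACTTGAA, the word that marked higher genes, although CTDSP2 was lower. CTDSPL and CTDSP1 had log2 fold changes of 0.02 and -0.07. One hypothesis that links both signals is that less CTDSP2 went along with less miR-26, and so with higher levels of genes such as HMGA2, SFXN1 and DCP2 that carry both words. Pairing in the 3′ UTR of mature CTDSP2 would not by itself lower a microRNA made from its intron. Small RNA was not analysed here, so the data cannot tell whether miR-26 changed, nor whether a change would follow from DDX5 or from the siRNA.

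ZFHX4 may be a case in which the division of reads between transcripts made a gene appear to fall. Without the join by position its log2 fold change was -4.40 (edgeR adjusted p 0.014). Its transcript ENST00000521891.6 had 891, 439 and 444 estimated counts in control replicates 1, 2 and 3 and under 1 in each siDDX5 library. A transcript of 13991 bases that this annotation does not hold, against 14019 bases for ENST00000521891.6, had 321, 510 and 762 counts in the control and 908, 575 and 577 in the siDDX5 libraries. With it added, the log2 fold change of the gene was -0.41 (adjusted p 0.38), consistent with counts moving between these 2 transcripts of similar length, whose sequences were not compared. The same may hold for transcript usage, where the deciding transcript was near 0 in 58.5% of the called genes against 8.08% of other genes drawn to match its abundance. As these genes were chosen by the size of that change, the comparison cannot separate such moves from changes in splicing.

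EHMT2 appeared almost absent, at 1.21 to 1.97 CPM per library, when only primary-assembly transcripts were counted. Of all counts joined to it, 97.7% lay on haplotype copies of its region of chromosome 6, which points to reads divided among copies. With all of them joined it had 68.1 ± 2.41 CPM in control and 62.6 ± 7.12 CPM in siDDX5 cells (SD, n = 3 each). Of the 15223 genes tested, 297 had over 50% of their counts outside the primary assembly, and none of the 25 genes called was among them.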
